A study of Homo sapiens with 6 samples.

How the data were processed

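Gene expression was measured by RNA sequencing of total RNA in 6 libraries of cardiomyocytes differentiated from WTC11, an established human induced pluripotent stem cell line. Per the labels' protocols, 3 libraries came from control cultures and 3 from cultures grown for 1 week with the GSK3 inhibitor CHIR99021 at 4 µM, and all 6 carry the time label day 7. The group and the replicate number of each library were taken from its title. The labels give no sequencing batch or date.

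The deposited values are a gene-level table whose column names, per the file headers, are those written by the quantification program RSEM. For each library it holds TPM (transcript abundance normalised to gene length and to a fixed total per library) and FPKM (fragments normalised to gene length and library size) as computed by the authors, with a gene length in bases. The aligner, the program version, the genome build, the annotation release and the use of strand information are not stated in the headers or the labels. Within each library the deposited FPKM was a constant multiple of the deposited TPM, so the latter was analysed and the former served only to estimate depth. The TPM of each library sums to the same fixed total over all features, small structural RNAs and mitochondrial transcripts included, and no scaling between libraries was recorded. A further 2 value columns name no sample and were not used here. The table also lists 92 spike-in sequences, of which 0 had a value above 0 in any library.

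Features were matched to genes by their Ensembl identifiers without version. Of 60483 Ensembl gene identifiers, 56321 had a symbol in the table of gene names and 56753 had an entry in GENCODE 29, from which the gene type, GC content and coordinates on GRCh38 were taken. Coordinates are therefore those of that annotation and not necessarily of the build used by the authors. In total 30252 of the listed features were at 0 in all 6 libraries. One list gene of the myosin locus and one long non-coding RNA of the same list were not analysed here.

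TPM keeps no record of depth. The low FPKM values of genes with a single annotated transcript and a length of 500 to 1200 bases were therefore examined for steps of whole reads. For each library, the number of fragments and the mean fragment length were found that placed values under 5.5 reads closest to whole numbers. Between 89.8% and 91.9% of those values fell within 0.1 of a whole read, against 19.8% for a simulated column without such steps. On 3 simulated libraries the estimate of depth was off by at most 0.667%. Estimated fragments that were assigned to genes ranged from 21450000 to 25550000 per library. A gene was taken to be at the floor of detection when all libraries of a group held 3 or fewer estimated fragments, and a fold change against such a group is given as a lower bound. This floor covers counting error only.

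The comparison of GSK3 inhibition with control used limma 3.58.1 in R 4.3.3 (linear model per gene, empirical Bayes moderation with a mean trend) on log2(TPM + 1), without a replicate term, over 12810 genes with a TPM of at least 1 in at least 3 libraries. Of these, 11698 are annotated as protein-coding. P-values were two-sided and adjusted by the Benjamini-Hochberg method, with a threshold of 0.05. A second count required an absolute log2 fold change of at least 1. Fold changes are on the log2(TPM + 1) scale, which understates the change of genes with low TPM. Gene lists with at least 3 tested members were tested with limma's camera, with a preset correlation between genes of 0.01, and adjusted over the 17 lists tested. The lists, 19 in number, cover Wnt/beta-catenin targets, G2/M and G1/S cell cycle genes, sarcomere genes, calcium handling and ion channel genes, fatty acid oxidation, glycolysis, nuclear-encoded oxidative phosphorylation (OXPHOS), cardiac transcription factors, fetal and stress-associated cardiac genes, the ATF4 stress response, p53 targets, the MYH6-MYH7 locus, and markers of fibroblast-like, smooth muscle-like, endothelial-like, epicardial-like, pluripotent and endoderm-like cells. The shares of 3 isoforms were computed within each library from TPM and compared by two-sided exact permutation tests, which with 3 libraries against 3 cannot give a p-value below 0.1.

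Genes are named by a rule: GSK3A and GSK3B, genes of the lists, and, among genes with an adjusted p-value under 0.05, a mean TPM of at least 5 and groups without overlap, the 8 with the largest rise and the 8 with the largest fall. The groups, tests, lists, thresholds, naming rule and most alternatives were fixed before the data were examined. The alternatives were a pseudocount of 0.1, all genes with a TPM above 0, genes with a mean TPM of at least 5, median-of-ratios scaling between libraries, quantile normalization, TPM rescaled without mitochondrially encoded genes, empirical Bayes moderation without a trend or with robust moderation, a replicate term, and each library left out in turn. Gene lists were also tested with an estimated correlation and with the rotation test fry, and isoform shares with wider denominators. Fry tests a list against no change, here with TPM as deposited, whereas camera compares it with the other genes. TPM rescaled without small structural RNAs and TPM rescaled over nuclear protein-coding genes were added after the data were seen.

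The limma step was tested on simulated data of 12810 genes, of which 200 were changed by 1 on the log2 scale. It recovered 87.5% of the changed genes, 6.92% of its calls were false, and it made 0 calls when no gene was changed. The list test called 5 of 5 shifted lists and 0 of the other 20. In these simulations each gene varied independently and all genes of a shifted list moved alike. They therefore do not test how correlation between genes affects the list p-values. Other calculations used Python 3.11.15 with pandas 2.3.3, numpy 2.4.6, scipy 1.17.1, statsmodels 0.14.6 and matplotlib 3.10.9.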

Results

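Transcriptomes of cardiomyocytes derived from WTC11 induced pluripotent stem cells were compared between 3 control libraries and 3 libraries from cells grown for 1 week with CHIR99021 (4 µM), a small-molecule inhibitor of the kinase GSK3. The comparison addresses which fetal cardiomyocyte genes change in expression after GSK3 inhibition, in a study concerned with the regulation of myosin expression. Estimated depth was 23700000, 25550000 and 24450000 assigned fragments in control replicates 1 to 3, and 24450000, 23750000 and 21450000 in GSK3 inhibition replicates 1 to 3. The number of genes with a TPM of at least 1 was 12302 ± 250 (SD, n = 3) in control and 12559 ± 47.5 (SD, n = 3) in GSK3 inhibition libraries. Genes with any TPM above 0 went the other way, 24037 ± 179 and 23838 ± 93.6 (SD, n = 3 each), with overlapping ranges. A count at a fixed TPM depends on how much of the TPM other RNAs take, which differed between the groups.

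The TPM of all libraries was dominated by small structural RNAs. RNAs of this class, including 7SL and 7SK, held 63.8%, 57.2% and 56.2% of the TPM in the 3 control libraries and 53.5%, 50.9% and 50.3% in the 3 GSK3 inhibition libraries. The genes RN7SL1, RN7SL2 and 7SK together accounted for 50.6% ± 4.68 (SD, n = 3) of the TPM in control and 41.6% ± 0.526 (SD, n = 3) in GSK3 inhibition libraries. Nuclear protein-coding genes held 23.1% ± 2.42 (SD, n = 3) and 29.5% ± 0.731 (SD, n = 3), respectively, and the ranges of the groups did not overlap. Mitochondrially encoded protein-coding genes held 15.6% ± 1.59 (SD, n = 3) in control and 16.4% ± 1.50 (SD, n = 3) in GSK3 inhibition libraries, a difference within the spread between replicates. Control replicate 1 differed from the other libraries in 7SK, at 204235 TPM against 68780 to 90309 TPM elsewhere. The annotated lengths of these RNAs, 264 to 333 bases for 7SL, 7SK, RMRP and RPPH1, are close to the estimated mean fragment lengths of 244 to 258 bases, so their TPM depends strongly on the effective length used by the authors.

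**Figure D1:**
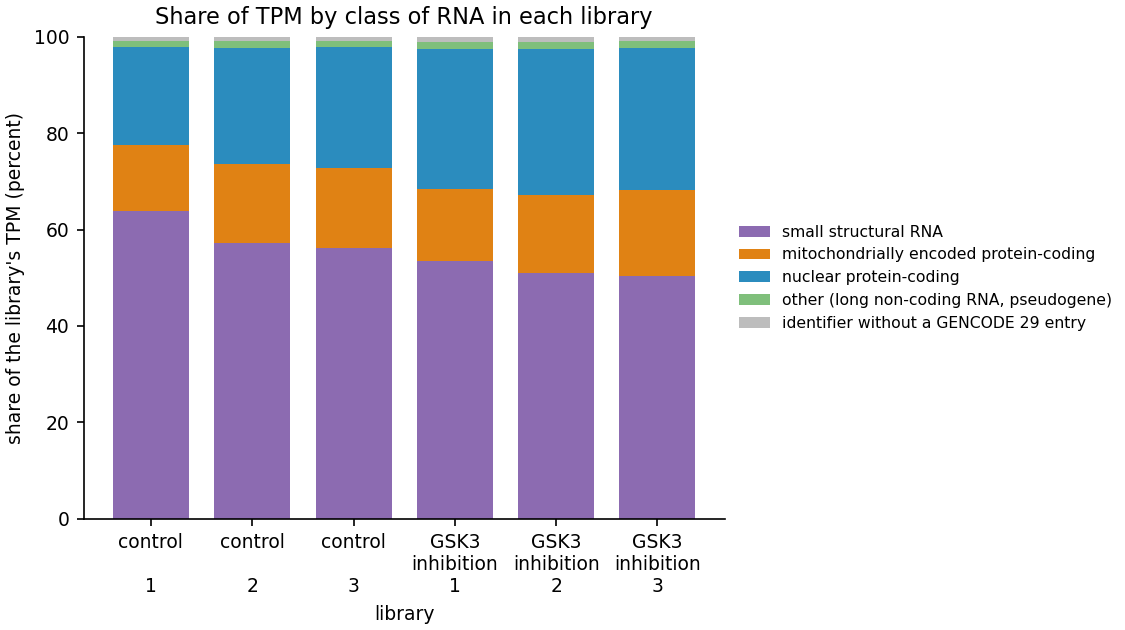
Stacked bars give the percent of each library's TPM (vertical axis) held by 5 classes of RNA, for the 3 control and the 3 GSK3 inhibition libraries (horizontal axis). Small structural RNAs take 56.2% to 63.8% in control and 50.3% to 53.5% in GSK3 inhibition libraries, and nuclear protein-coding genes take 20.4% to 24.9% and 28.9% to 30.3%.

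Replicates were closer to each other than to libraries of the other group. Across genes, Pearson's r of log2(TPM + 1) was 0.987 to 0.989 over the 6 pairs within a group and 0.896 to 0.912 over the 9 pairs between groups; genes are not independent replicates. The tested genes whose values did not overlap between the groups numbered 7910, or 61.8%, where chance gives 10% for 3 libraries against 3.

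Of 12810 genes tested, 6961 differed between GSK3 inhibition and control (limma, Benjamini-Hochberg adjusted p under 0.05), 4972 of them higher and 1989 lower under GSK3 inhibition. With an absolute log2 fold change of at least 1 as well, 1462 genes passed, 850 higher and 612 lower. The majority of these 2-fold calls stayed higher with TPM rescaled without mitochondrially encoded genes (941 higher, 639 lower) and was lower under the other 4 scalings: 572 higher and 830 lower after median-of-ratios scaling, 586 and 794 after quantile normalization, 707 and 1029 with TPM rescaled without small structural RNAs, and 586 and 1215 with TPM rescaled over nuclear protein-coding genes. The alternative that moved the count of all calls most was a minimum mean TPM of 5, under which 7829 genes were tested and 4553 passed. The split between higher and lower calls followed the scaling between libraries. Higher genes made up 71.4% of the calls with TPM as deposited, 49.5% after median-of-ratios scaling (3483 higher, 3547 lower), 52.5% after quantile normalization (3690 higher, 3335 lower), 48.6% with TPM rescaled without small structural RNAs (3347 higher, 3537 lower) and 35.8% with TPM rescaled over nuclear protein-coding genes (2452 higher, 4396 lower). Of the genes called with TPM as deposited, 5464 were also called after median-of-ratios scaling, all in the same direction. The median log2 fold change of all tested genes was 0.21 with TPM as deposited, 0.01 after median-of-ratios scaling and -0.12 with TPM rescaled over nuclear protein-coding genes. Across the fits that each left out one library, it ran from 0.13 (without control replicate 1) to 0.25 (without control replicate 3). Log2 fold changes are therefore given below relative to the median of all tested genes (the fitted value minus 0.21), while adjusted p-values are those of the limma fit to TPM as deposited unless stated otherwise.

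**Figure D2:**
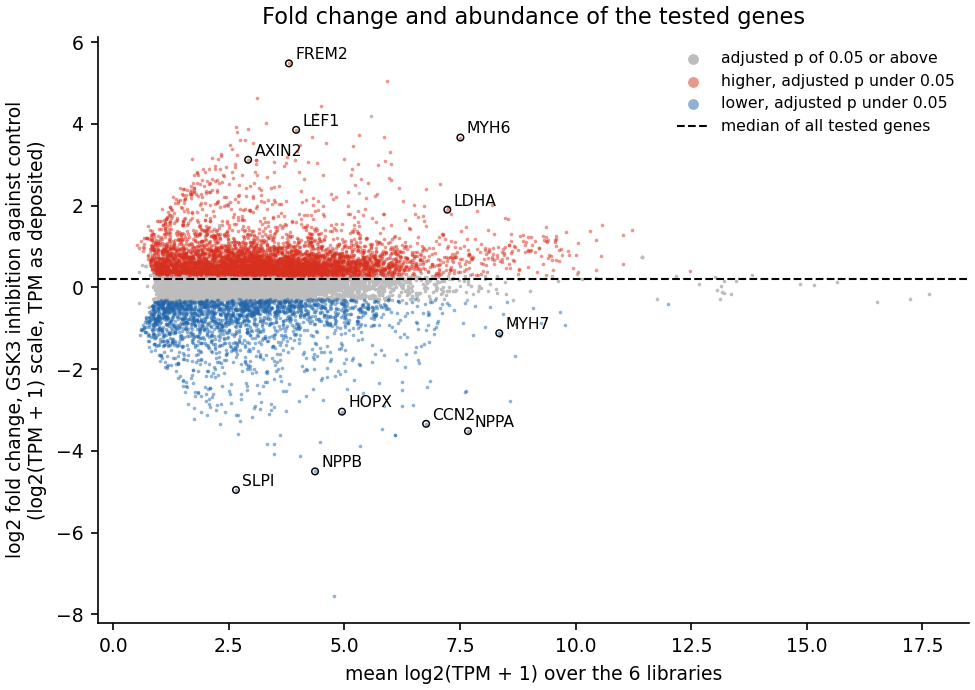
Each point is 1 of the 12810 tested genes, with the mean log2(TPM + 1) over the 6 libraries on the horizontal axis and the log2 fold change of GSK3 inhibition against control, TPM as deposited, on the vertical axis. Red points are the 4972 genes called higher, blue points the 1989 called lower and grey points the rest; the dashed line marks the median of all genes at 0.21, above 0.

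The transcripts of the inhibited kinases changed little. GSK3A (ENSG00000105723) was at 16.1 ± 1.51 TPM in control and 19.6 ± 0.812 TPM in GSK3 inhibition libraries (SD, n = 3 each), a relative log2 fold change of 0.07 (SE 0.12, adjusted p 0.0621). GSK3B (ENSG00000082701) was at 19.1 ± 2.51 and 22.5 ± 0.670 TPM (SD, n = 3 each), a relative log2 fold change of 0.03 (SE 0.12, adjusted p 0.121). Neither passed the threshold over all 6 libraries. Without control replicate 3, GSK3A did, with a fitted log2 fold change of 0.33 and an adjusted p of 0.0444, whereas after median-of-ratios scaling its adjusted p was 0.517.

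Targets of Wnt/beta-catenin signalling, which GSK3 restrains, rose as a list but not uniformly. Of 24 listed genes, 15 were tested, 10 were higher and 4 lower, and the counts were the same when adjusted over the list alone and after median-of-ratios scaling. The median relative log2 fold change was 0.97 (camera adjusted p 0.0405). That call was lost without control replicate 1 (adjusted p 0.0654, median 0.97), with a pseudocount of 0.1 (adjusted p 0.0511, median 1.40) and with the correlation between genes estimated (adjusted p 0.575). Over all genes with a TPM above 0, where 22 members were tested, the list was called higher with a smaller median, 0.38 (adjusted p 4.0e-03). AXIN2 (chromosome 17, 65528563 to 65561647) rose from 1.56 ± 0.0625 to 21.3 ± 2.22 TPM (SD, n = 3 each), a relative log2 fold change of 2.91 (SE 0.13, adjusted p 7.5e-13). LEF1 (chromosome 4, 108047545 to 108168956) rose from 3.19 ± 1.20 to 58.3 ± 8.13 TPM, a relative log2 fold change of 3.65 (SE 0.17, adjusted p 2.4e-12). TNFRSF19, RNF43, ZNRF3 and TCF7 rose by relative log2 fold changes of 2.45, 1.49, 1.15 and 0.97. NKD1, below the filter for testing, was at 0.0667 ± 0.0153 TPM in control and 0.753 ± 0.0651 TPM in GSK3 inhibition libraries (SD, n = 3 each). In the opposite direction, CCND1 went from 34.9 ± 1.97 to 10.5 ± 0.492 TPM (SD, n = 3 each), a relative log2 fold change of -1.85 (SE 0.12, adjusted p 1.2e-09). MYC and BAMBI had relative log2 fold changes of -1.15 and -0.83.

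Cell cycle genes were higher under GSK3 inhibition. All 24 genes of the G2/M list and all 20 of the G1/S list were called higher, adjusted over all genes or adjusted over the list alone, and also after median-of-ratios scaling. The median relative log2 fold change was 2.57 for the G2/M list (camera adjusted p 7.1e-20) and 1.69 for the G1/S list (camera adjusted p 1.5e-13). The summed TPM of the G2/M list was 36.2 ± 4.48 in control and 385 ± 35.2 in GSK3 inhibition libraries (SD, n = 3 each). MKI67 rose from 0.670 ± 0.165 to 14.4 ± 1.60 TPM, and TOP2A from 1.06 ± 0.301 to 24.1 ± 2.03 TPM (SD, n = 3 each), with relative log2 fold changes of 2.99 and 3.41. CDK1 had a relative log2 fold change of 2.96 and CCNE1, the lowest of the G1/S list, one of 0.47. Pluripotency markers were not tested because 0 of the 10 passed the filter, and the highest TPM of any of them in any library was 0.63. Of 12 endoderm-like markers 1 was tested, and it was lower, with a relative log2 fold change of -2.62.

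The lists of stress-associated and p53-regulated genes were lower. Of 17 tested fetal and stress-associated cardiac genes, 12 were lower and 3 higher, or 12 and 5 when adjusted over the list alone, with a median relative log2 fold change of -1.41 (camera adjusted p 2.0e-08). The list did not fall uniformly: the 3 higher genes were MYL4, IGF2BP3 and TNNI1, with relative log2 fold changes of 0.73, 0.19 and 0.11. After median-of-ratios scaling 12 were lower and 1, MYL4, was higher. NPPA (chromosome 1, 11845709 to 11848345) went from 698 ± 136 to 59.4 ± 5.74 TPM, a relative log2 fold change of -3.73 (SE 0.14, adjusted p 9.7e-13). The neighbouring NPPB (11857464 to 11858931) went from 97.7 ± 13.9 to 3.44 ± 1.18 TPM, a relative log2 fold change of -4.71 (SE 0.17, adjusted p 3.2e-13). ANKRD1 went from 244 ± 35.7 to 32.5 ± 7.76 TPM, CCN2 from 346 ± 31.0 to 33.3 ± 2.86 TPM and CCN1 from 102 ± 3.99 to 31.8 ± 2.47 TPM (SD, n = 3 each). Of 18 ATF4 stress response genes, 13 were lower and 1 higher, with a median relative log2 fold change of -0.89 (camera adjusted p 9.4e-08). SLC7A5 was the gene of this list with the largest fall, at a relative log2 fold change of -2.25. Of 15 p53 targets, 13 were lower and 0 higher, with a median of -0.85 (camera adjusted p 1.1e-07). CDKN1A was at 257 ± 41.4 TPM in control and 141 ± 17.1 TPM in GSK3 inhibition libraries (SD, n = 3 each).

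**Figure D3:**
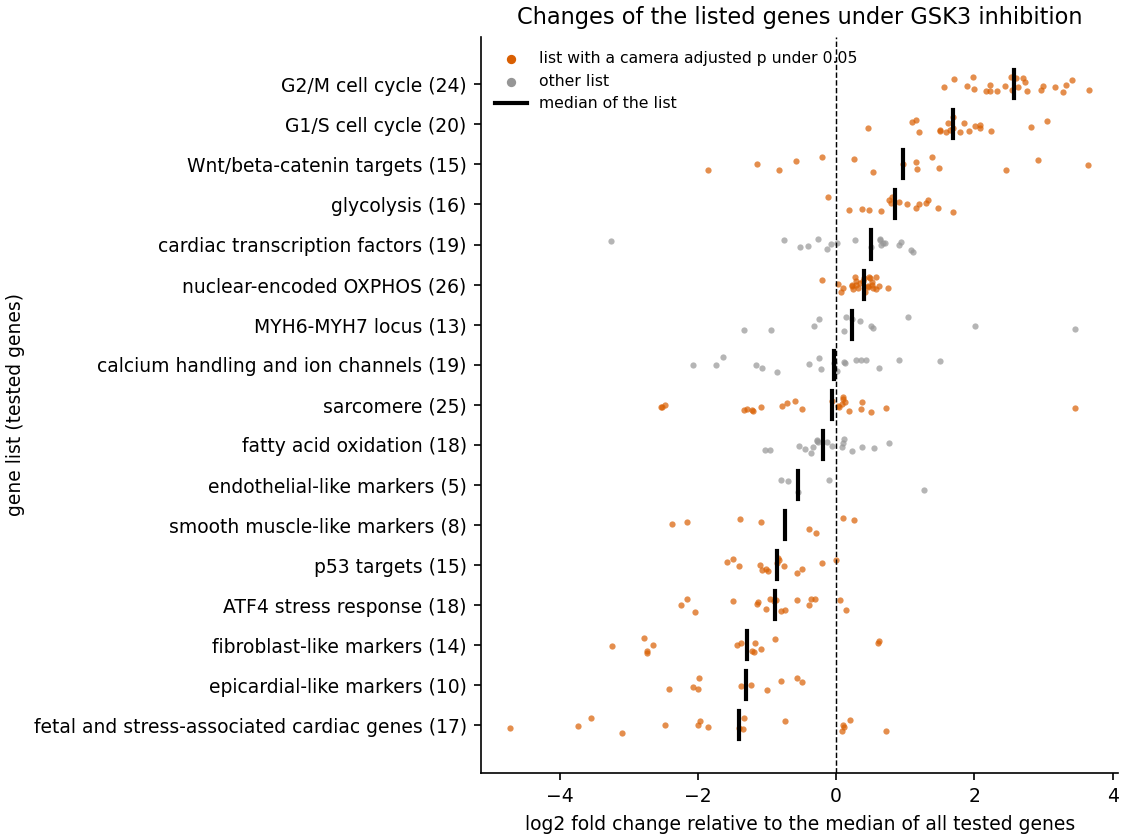
Each point is a tested gene of 1 of the 17 lists (vertical axis, with the number of tested genes in parentheses), placed by its log2 fold change relative to the median of all tested genes (horizontal axis; vertical scatter within a list carries no meaning). Black bars are list medians, which run from -1.41 for fetal and stress-associated cardiac genes to 2.57 for the G2/M list, and orange marks the 12 lists with a camera adjusted p under 0.05. The sarcomere list, among them, has members on both sides of 0.

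Metabolic lists separated. Glycolysis genes had a median relative log2 fold change of 0.86 (camera adjusted p 3.0e-06), with 15 of 16 called higher. GAPDH went from 897 ± 108 to 2580.5 ± 115 TPM, PKM from 206 ± 25.2 to 661 ± 51.8 TPM and LDHA from 77.2 ± 13.6 to 292 ± 60.6 TPM (SD, n = 3 each). Nuclear-encoded OXPHOS genes had a median of 0.40 (camera adjusted p 5.7e-04), with 22 of 26 higher, 23 when adjusted over the list alone and 19 after median-of-ratios scaling, and 0 lower under each of these. Fatty acid oxidation genes did not differ as a list (median -0.20, camera adjusted p 0.463). They counted 4 higher and 2 lower among 18 with TPM as deposited, and 4 higher and 7 lower after median-of-ratios scaling.

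Sarcomere genes moved in both directions. Of 25 tested, 8 were higher and 11 lower with TPM as deposited, and 5 were higher and 12 lower after median-of-ratios scaling. The camera test placed the list below the other genes (median -0.06, adjusted p 0.0364). This call was lost after median-of-ratios scaling (adjusted p 0.162), with TPM rescaled without small structural RNAs (adjusted p 0.140) or over nuclear protein-coding genes (adjusted p 0.233), over all genes with a TPM above 0 (adjusted p 0.264, median 0.16), without control replicate 1 (adjusted p 0.135, median 0.01) and without GSK3 inhibition replicate 2 (adjusted p 0.0525, median 0.03), and it was not made by fry (adjusted p 0.907) or with the correlation between genes estimated (adjusted p 0.6996). Without GSK3 inhibition replicate 1 it was kept with a median of 0.04 (adjusted p 0.0336). It was kept with lower medians without GSK3 inhibition replicate 3 (median -0.23, adjusted p 1.2e-03), without control replicate 3 (median -0.12, adjusted p 0.0126) and under quantile normalization (median -0.54, adjusted p 4.9e-03). The cardiac troponin T gene TNNT2 was at 1717 ± 262 TPM in control and 2535 ± 73.7 TPM in GSK3 inhibition libraries (SD, n = 3 each), a relative log2 fold change of 0.37 (SE 0.14, adjusted p 2.2e-03) that was negative only under quantile normalization (fitted log2 fold change -0.31). ACTC1 did not differ (relative log2 fold change -0.06, adjusted p 0.397), and its fitted fold change, 0.15 with all libraries, was -0.03 without GSK3 inhibition replicate 3. MYL3, ACTA1 and LMOD2 had relative log2 fold changes of -2.52, -2.47 and -2.53, and MYL4 one of 0.73, with adjusted p-values of 2.3e-08, 7.1e-09, 1.1e-09 and 7.0e-06.

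The largest of the isoform changes concerned the cardiac myosin heavy chains, alpha (MYH6) and beta (MYH7), which lie next to each other on the minus strand of chromosome 14. MYH6 (23381990 to 23408277) was at 51.3, 52.3 and 46.7 TPM in control replicates 1 to 3 and at 637, 672 and 631 TPM in GSK3 inhibition replicates 1 to 3, a relative log2 fold change of 3.46 (SE 0.12, adjusted p 5.5e-14). MYH7 (23412738 to 23435718) was at 471, 520 and 450 TPM in control and at 177, 188 and 320 TPM in GSK3 inhibition replicates 1 to 3, a relative log2 fold change of -1.33 (SE 0.17, adjusted p 2.8e-05). Both genes kept their direction and call in each alternative. MYH7 made up 90.5% ± 0.342 (SD, n = 3) of the summed MYH6 and MYH7 TPM in control and 25.7% ± 6.84 (SD, n = 3) under GSK3 inhibition. Within the latter group, replicate 3 had a share of 33.6%, against 21.7% and 21.8% in the other two. The groups did not overlap, and the two-sided exact permutation test gave p = 0.1, the smallest value possible with 3 libraries against 3. The 2 genes are close paralogs, and how the authors' quantification divided reads that fit both is not recorded, so the exact shares are uncertain.

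The shares of the other isoform pairs, which do not depend on scaling between libraries, also separated the groups. MYL2 made up 2.49% ± 0.0758 (SD, n = 3) of MYL2 plus MYL7 TPM in control and 1.43% ± 0.0862 (SD, n = 3) under GSK3 inhibition. TNNI3 made up 7.88% ± 0.737 (SD, n = 3) of TNNI1 plus TNNI3 TPM in control and 3.29% ± 0.450 (SD, n = 3) under GSK3 inhibition. Both differences gave an exact permutation p of 0.1, again the smallest possible, and the Benjamini-Hochberg adjusted value over the 3 shares was 0.1 for each. MYL2 and TNNI3 were lower, with relative log2 fold changes of -1.29 (adjusted p 4.1e-05) and -1.20 (adjusted p 2.0e-05). For TNNI1 (relative log2 fold change 0.11, adjusted p 0.0412) the call was lost after median-of-ratios scaling (adjusted p 0.342) and in 4 of the 6 fits that left out a library, and the fitted fold change was -0.37 under quantile normalization. MYL7 was not called with TPM as deposited (relative log2 fold change -0.49, adjusted p 0.161). It was called lower after median-of-ratios scaling (adjusted p 0.0211) and without GSK3 inhibition replicate 3 (fitted log2 fold change -0.49, adjusted p 0.0101).

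**Figure D4:**
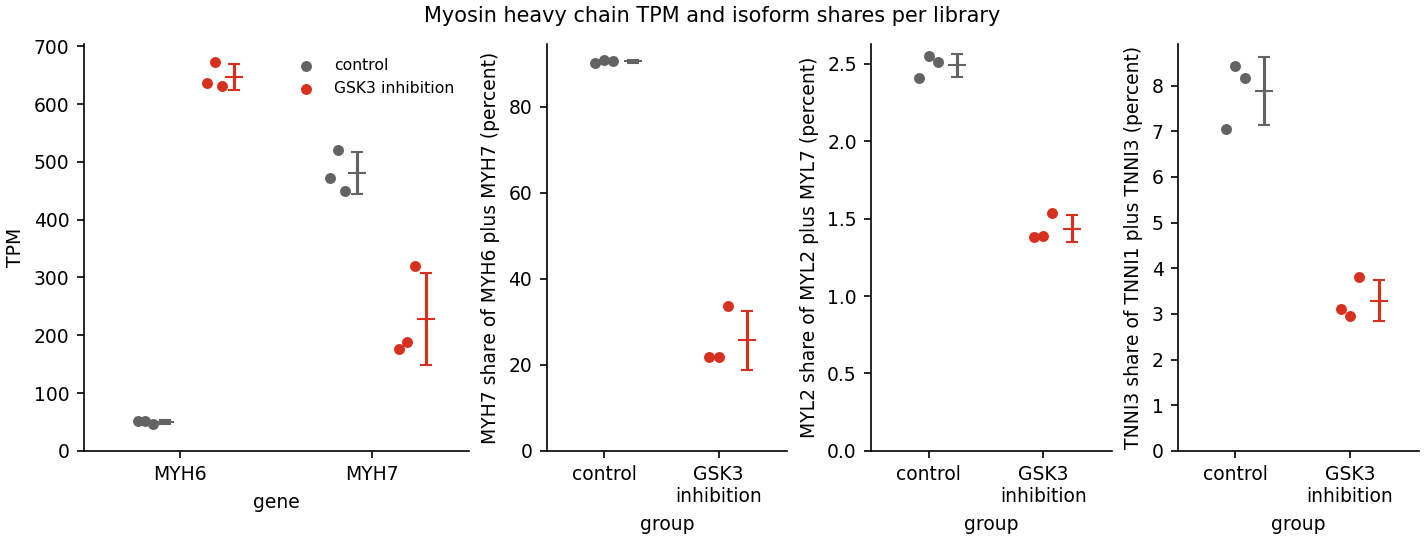
The left panel gives the TPM of MYH6 and MYH7, and the other panels the share in percent of MYH7, MYL2 and TNNI3 in their isoform pairs; points are single libraries (control grey, GSK3 inhibition red), and horizontal marks with bars are the mean and SD of 3 libraries. MYH6 lies at 46.7 to 52.3 TPM in control and 631 to 672 TPM in GSK3 inhibition libraries, and each of the 3 shares is lower in all GSK3 inhibition libraries.

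Around these genes, 11 other genes of the locus list were tested. As a list, the 13 tested genes of the locus did not differ from the other genes (median relative log2 fold change 0.22, camera adjusted p 0.175). Nearest to MYH6 lies CMTM5 (plus strand, 23376773 to 23379772), whose annotated end is separated from that of MYH6 by 2217 bases. CMTM5 rose from 2.38 ± 0.420 to 14.7 ± 1.35 TPM (SD, n = 3 each), a relative log2 fold change of 2.01 (SE 0.13, adjusted p 1.1e-10). The 2 genes are on opposite strands with their 3′ ends facing each other, and the use of strand information in the quantification is not stated, so reads from one could be assigned to the other. SLC7A8 (23125295 to 23183674) rose from 2.02 ± 0.365 to 6.18 ± 1.21 TPM, and ZFHX2 (23520855 to 23556192) fell from 1.93 ± 0.212 to 0.753 ± 0.0808 TPM (SD, n = 3 each). ZFHX2 overlaps a gene of the opposite strand in the annotation. The median absolute relative log2 fold change of the 11 genes was 0.34.

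**Figure D5:**
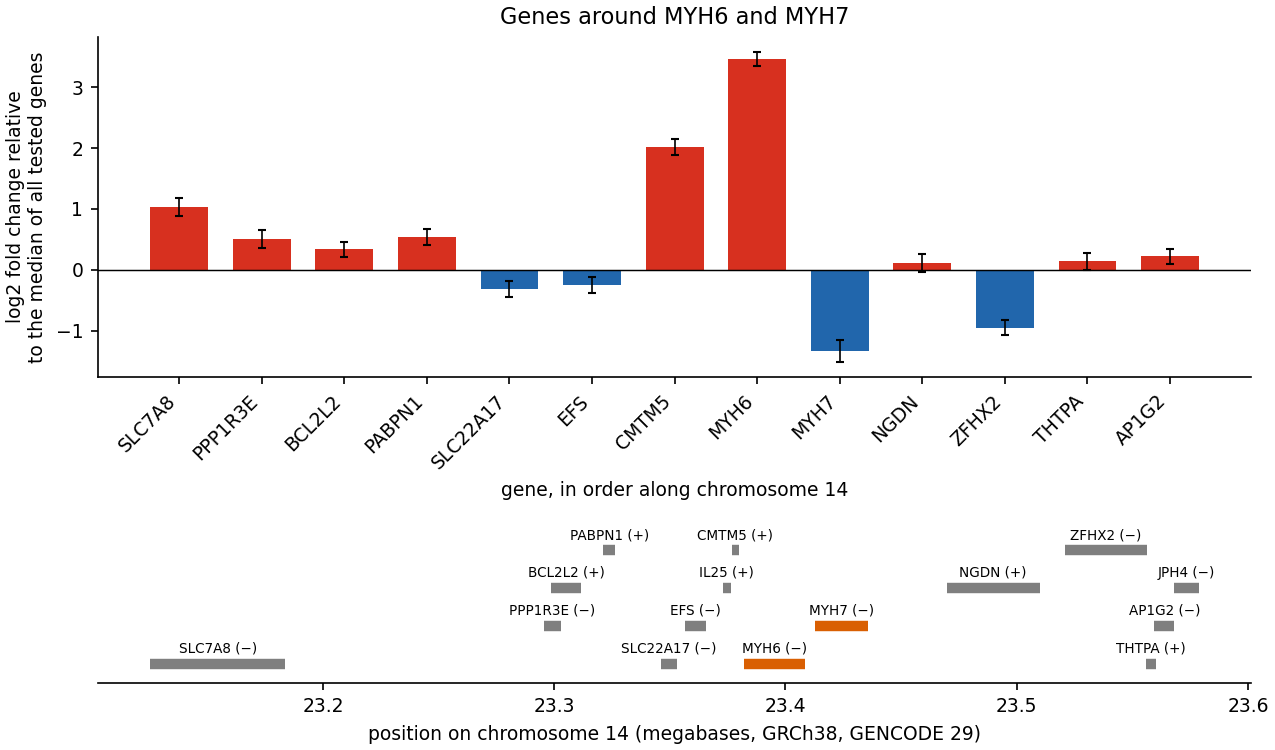
The upper panel gives, for the 13 tested genes of the locus list in their order on chromosome 14, the log2 fold change relative to the median of all tested genes, with bars for the standard error of the limma fit; the lower panel maps the listed genes on GRCh38 (GENCODE 29) with their strand. MYH6 (3.46) and CMTM5 (2.01) show the largest rises and MYH7 (-1.33) the largest fall.

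The list of cardiac transcription factors and that of calcium handling and ion channel genes were not called by camera over the 12810 genes (median relative log2 fold changes 0.50 and -0.03, adjusted p 0.149 and 0.257). The calcium handling and ion channel list was not called in any setting, and the sign of its median was not stable. The median lay between -0.08 and 0.02 across the fits that left out a library, and between -0.12 and 0.15 under the other alternatives. The transcription factor list was called higher by camera over all genes with a TPM above 0 (median 0.57, adjusted p 4.2e-03) and by fry (adjusted p 0.0167). Of 19 tested transcription factors, 11 were higher and 3 lower, or 11 and 5 after median-of-ratios scaling. HOPX fell from 88.9 ± 18.9 to 9.74 ± 0.371 TPM (SD, n = 3 each), a relative log2 fold change of -3.25 (SE 0.14, adjusted p 5.0e-12). TBX5 and NKX2-5 rose, with relative log2 fold changes of 0.93 and 0.71 (adjusted p 6.4e-07 and 8.0e-06). Among 19 calcium handling and ion channel genes, 8 were higher and 6 lower with TPM as deposited, and 5 were higher and 8 lower after median-of-ratios scaling. KCNJ2 rose (relative log2 fold change 1.50) and GJA1 fell (-1.74).

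Markers of other cell types were mostly lower. Of 14 fibroblast-like markers 12 were lower and 2 higher (median relative log2 fold change -1.30, camera adjusted p 6.6e-09). Of 10 epicardial-like markers 9 were lower, or 10 when adjusted over the list alone and after median-of-ratios scaling (median -1.31, camera adjusted p 1.7e-08). Of 8 smooth muscle-like markers 4 were lower and 2 higher, or 5 and 1 after median-of-ratios scaling (median -0.74, camera adjusted p 1.4e-03). Of 5 tested endothelial-like markers 2 were lower and 1 higher, or 3 and 1 after median-of-ratios scaling, and the list was not called (median -0.55, camera adjusted p 0.317). COL1A1 fell from 484 ± 108 to 79.6 ± 9.15 TPM, FN1 from 481 ± 110 to 81.9 ± 11.1 TPM and FBN1 from 37.4 ± 8.08 to 3.74 ± 1.35 TPM (SD, n = 3 each). POSTN rose from 18.7 ± 3.29 to 33.7 ± 4.81 TPM, and the endothelial-like marker KDR from 9.82 ± 1.98 to 29.2 ± 6.69 TPM (SD, n = 3 each). Among epicardial-like markers, BNC1 and KRT18 had relative log2 fold changes of -2.42 and -2.07.

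In all, camera called 12 of the 17 lists, 5 higher and 7 lower. With the rotation test fry, 13 lists were called, among them 11 of these 12. The sarcomere list was not, while cardiac transcription factors and the MYH6-MYH7 locus were added. Fry tests against no change, so the median shift of all genes by 0.21 enters its calls. The lists gained and lost under fry may therefore reflect that shift and the different question. With the correlation between genes estimated for each list, 0 lists passed after adjustment, the lowest adjusted p being 0.160, and 3 had an unadjusted p under 0.05.

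The rule for naming genes was met by 4294 genes, from which the 8 largest rises and 8 largest falls follow. The largest rise was that of FREM2 (chromosome 13, 38687129 to 38887131), from 1.12, 1.07 and 1.06 TPM in control replicates 1 to 3 to 88.7, 95.4 and 91.8 TPM in GSK3 inhibition replicates 1 to 3, a relative log2 fold change of 5.27 (SE 0.12, adjusted p 2.7e-16). ADAMTS19 and NUSAP1 had relative log2 fold changes of 3.71 and 3.66. Histone genes made up the other 5 of the 8 rises. They were ENSG00000274267, which carries no symbol in the table of gene names and is HIST1H3B in GENCODE 29 (chromosome 6, 26031650 to 26032060), and H3C14, H3C7, H3C12 and H1-5, with relative log2 fold changes of 4.84, 4.43, 4.24, 4.02 and 3.82. These belong to a family of near-identical genes, so their single values are uncertain.

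The largest fall was listed for ENSG00000275783, which has neither a symbol nor an entry in the annotation and a length of 180 bases; its TPM was 640, 367 and 220 in control replicates 1 to 3 and 6.78, 0 and 0 in GSK3 inhibition replicates 1 to 3. This length is below the mean fragment length, so the values are uncertain. SLPI (chromosome 20, 45252239 to 45254564) was at 34.4 ± 5.99 TPM in control and at 0.130 ± 0.0781 TPM under GSK3 inhibition (SD, n = 3 each), where all 3 libraries were at the floor of 3 estimated fragments, so that SLPI was at least 131-fold lower. SERPINE2, FBLN5, SULF1, FILIP1L and C3, with NPPB above, completed the 8 falls. Their relative log2 fold changes were -4.34, -4.28, -4.08, -4.05 and -4.05, with adjusted p-values between 5.3e-14 and 1.7e-11.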

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

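The number of genes called was steadier than its split into higher and lower. Across the 6 fits that each left out one library, between 6174 and 6869 genes were called, with 4258 to 5166 higher and 1703 to 2338 lower, and the 2-fold count lay between 1418 and 1558, with 741 to 945 higher and 557 to 677 lower. Without control replicate 1, 64.6% of the calls were higher, against 69.6% to 75.2% in the other 5 fits. With a mean TPM of at least 5, 4553 genes were called, 1106 of them lower, and the 2-fold count was 869, with 536 higher and 333 lower; fewer genes were tested (7829). A pseudocount of 0.1, which enlarges the fold changes of genes with low TPM, raised the 2-fold count from 1462 to 2183, with 1297 higher against 850 and 886 lower against 612. The scaling between libraries moved the lower calls from 1989 to 3547 (median-of-ratios), 3335 (quantile), 3537 (without small structural RNAs) and 4396 (over nuclear protein-coding genes). The last 2 alternatives were chosen after the data were seen. Under them 1029 and 1215 genes were called at least 2-fold lower, and under the last 2452 were called higher. Among genes called both with TPM as deposited and under another scaling, 7 changed direction under quantile normalization and 0 under each other scaling.

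Replicate numbers showed little sign of pairing the libraries: the correlation of the deviations of same-numbered libraries from their group means was 0.151, 0.052 and 0.001. Libraries with different numbers were not compared in this way, so weak pairing is not excluded. With the replicate block, 7065 genes were called (5056 higher, 2009 lower), of which 6878 were shared with the fit without it, and 1467 passed the 2-fold filter (855 higher, 612 lower). The 12 lists called and the calls of the 67 named genes tested were the same with the block, and the mean of the same-number differences equalled the difference of group means for each isoform share, which follows from equal group sizes.

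For the isoform shares, leaving out 1 of 3 libraries cannot move a difference by more than the spread between replicates, so these fits give only the range. When a library was left out, the difference in percentage points lay between -68.8 and -62.8 for the MYH7 share, -1.11 and -1.02 for the MYL2 share and -5.01 and -4.31 for the TNNI3 share. Wider denominators changed the differences by less than the spread between replicates, to -64.5 for MYH7 with MYH7B included and -1.04 for MYL2 with MYL3 and MYL4 included. Adding TNNI2 left that of TNNI3 at -4.59 and so tests little.

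For the lists, the number called was 10 to 12 across the fits that left out a library, and 0 with camera's estimated correlation, where all 12 calls were lost. The estimated correlation allows for genes of a list that vary together between replicates; with 4 residual degrees of freedom it is imprecise, and the cause of the loss was not tested further. Fatty acid oxidation, not called in any setting, changed the direction of its test under fry and with a mean TPM of at least 5 (median 0.055). Fry tests against no change, and the list median was 0.011 as fitted but -0.20 relative to all genes. Robust moderation was not run for the lists, since camera takes no such option.

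Of the named genes, GSK3A, GSK3B, TNNI1, TNNT2 and ACTC1 reversed the sign of their fitted fold change under some alternative. Over nuclear protein-coding genes, GSK3A was at -0.066, GSK3B at -0.11, TNNI1 at -0.043 and ACTC1 at -0.21. Without small structural RNAs, GSK3B was at -0.0012 and ACTC1 at -0.10. Under median-of-ratios scaling ACTC1 was at -0.087. Quantile normalization gave -0.37 for TNNI1, -0.31 for TNNT2 and -0.53 for ACTC1. Across the fits that left out a library, ACTC1 ranged from -0.028 (without GSK3 inhibition replicate 3) to 0.25. Apart from the fit without that replicate, each of these reversals came with a scaling under which the median of all genes was lower than with TPM as deposited.

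Adjusted p-values depended on the scaling more than directions did. For AXIN2 the value was 7.5e-13 with TPM as deposited and 2.6e-07 after median-of-ratios scaling. Depth, at 21450000 to 25550000 fragments, limits the fold change of SLPI, which had 1.02 estimated fragments in its lowest library.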

Other observations

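The tests of the structural RNA, library size, paralog and 7SK explanations, those of the histone, ribosomal protein and CMTM5 patterns, and that of fibroblast-like cells against YAP targets were chosen only after the result was seen.

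Of the 10 splits of the 6 libraries into 3 and 3, 1 gave as many called genes, the real one, and the other 9 gave at most 1 call each. Of the tested genes, 61.8% had groups without overlap, where chance gives 10%. Genes of a library share its scaling, and the 61.8% was computed with TPM as deposited. After median-of-ratios scaling the real split gave 7030 calls. These values argue against independent noise of single genes as the source of the 6961 calls. The other 9 splits cannot test this. Each mixes control and treated libraries, which places the group difference in the residual variance. With 10 splits, the share of splits with as many calls cannot be under 0.1. The count therefore does not exclude that an unrecorded difference between the libraries happened to fall along the groups.

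The excess of higher calls with TPM as deposited was weighed against 4 technical explanations. Library size is argued against as the cause, since estimated fragments of the GSK3 inhibition libraries were 94.5% of those of the controls and the ranges overlapped. Gene length and GC content left part of a trend but not the excess. The median fitted log2 fold change fell from 0.32 in the shortest quartile of genes to 0.10 in the longest, and from 0.27 in the quartile with the lowest GC content to 0.12 in the highest, but it stayed above 0 in every quartile. With TPM rescaled without small structural RNAs, the share of higher calls was 48.6%. The excess may therefore be a consequence of a few abundant short RNAs, which took less of the TPM in the treated libraries. Whether the lower share of these RNAs is biological, or stems from RNA purification or library preparation, was not tested.

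7SK was at 268% of the other controls in control replicate 1. A shift of all small structural RNAs by that factor is argued against by RN7SL1, RN7SL2, RMRP and RPPH1, whose median level there was 88.5% of the other controls. A smaller shared rise relative to messenger RNA is not excluded, because TPM sums to a fixed total. Nuclear protein-coding genes also held less there, 20.4% against 24.1% and 24.9% in control replicates 2 and 3. What raised 7SK so far above these other structural RNAs stays open. No biological explanation was tested, since the label of this library is that of its group.

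The opposite changes of MYH6 and MYH7 were tested against 2 technical explanations. If reads shared by the paralogs had only been divided differently, their sum would stay level. After median-of-ratios scaling the sum was 578 ± 74.3 TPM in control and 804 ± 61.5 TPM in GSK3 inhibition libraries (SD, n = 3 each), without overlap, a log2 ratio of 0.48. A change of the whole region is argued against by the 11 other tested genes of the locus, with a median absolute relative log2 fold change of 0.34. A regulated switch between the isoforms, or a change in the mix or maturity of the cells, may underlie the pattern, and these data hold no test that separates them. The rise of CMTM5, next to MYH6, could be transcription running past the end of MYH6. Its rise was 2.07% of that of MYH6 in TPM, a size that such reads could reach, and without strand or position of the reads this and a regulated rise of CMTM5 cannot be told apart.

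Stromal markers fell, which might reflect a lower share of all non-cardiomyocyte cells. Such a loss would lower the lists alike if the cells that remain expressed few of these markers. The per-library medians averaged -1.36 ± 0.134 for fibroblast-like and -0.77 ± 0.138 for smooth muscle-like markers (SD, n = 3, log2, median-of-ratios scaling), a gap of 0.59 that exceeds the spread between libraries, and single fibroblast-like markers ran from -3.24 to 0.65. The rule, that medians differ by more than the spread between replicates, was set before the medians were seen, but this pair of lists was chosen afterwards. A first comparison, of smooth muscle-like with epicardial-like markers, gave a gap of 0.45, also above the spread of either list but under the stricter limit of 0.579 then applied, 2 SD of the more variable endothelial-like list. The fibroblast-like and epicardial-like medians, -1.36 and -1.22, were 0.14 apart, close to the spread of the fibroblast-like list (0.134). The gaps to the smooth muscle-like list decide nothing, because its summed TPM was 1515 ± 74.2 in control and 1081 ± 63.2 in GSK3 inhibition libraries (SD, n = 3 each), and expression of these markers in cells that remain could hide a lost share. The endothelial-like median, -0.44 ± 0.290 (SD, n = 3), lay above the fibroblast-like and epicardial-like ones by more than 0.579. This goes against an equal fall of all lists, but it rests on 5 tested genes, which ran from -0.77 to 1.25. The summed TPM of that list rose from 23.3 ± 4.36 to 39.4 ± 5.71 (SD, n = 3 each). Expression in cells that remain could therefore hide a lost share here too. A loss of all these cells, a loss of particular cells and lower expression of matrix genes within cells therefore cannot be told apart here. All 14 fibroblast-like, 8 smooth muscle-like and 10 epicardial-like markers had a mean TPM of at least 1 in control, and 0 of them is in another list. The libraries hold no record of which cells the transcripts came from.

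CCN1, CCN2 and ANKRD1, known targets of the coactivator YAP, fell together. A list of 18 other YAP targets was written before their values were examined, and 16 of them were tested; a further target, IGFBP3, was left out because its value had been seen. Their median relative log2 fold change was -0.90, 14 of the 16 were lower and 1 higher after median-of-ratios scaling, and 0 of 10000 random lists matched on expression had a median as low. The random genes were drawn independently of each other, so this count does not allow for genes that vary together. Relative to the median of all genes, the list median was between -1.01 and -0.91 under the other scalings. This is consistent with lower YAP/TEAD target expression under GSK3 inhibition, as a hypothesis. Because the fibroblast-like list fell as well, with a median below that of the YAP targets by 0.39, loss of fibroblast-like cells and lower target expression cannot be told apart here.

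The rise of cell cycle genes is unlikely to stem from residual pluripotent cells, since POU5F1, NANOG and L1TD1 reached at most 0.14 TPM in GSK3 inhibition libraries. Replication-dependent histone genes rose with them. All 57 tested under a current symbol were higher with TPM as deposited and 55 after median-of-ratios scaling, where 0 were lower. On the log2 scale after median-of-ratios scaling, their median of 2.45 lay 0.74 above that of the G1/S list and below the 2.59 of the G2/M list. A larger dividing fraction may account for these rises, and the cell type that divides was not resolved.

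Cytosolic ribosomal protein genes and their close paralogs rose as a family, with 81 of 84 called higher. The composition of the TPM is argued against as the whole cause by a median log2 fold change of 0.62 after median-of-ratios scaling, and relative to the median of all genes the family's median was from 0.35 to 0.65 under the other scalings. The hypothesis of a larger translation capacity in dividing or growing cells was not tested.

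No chromosome shifted as a gain or loss in the treated cells would require. Over 23 chromosomes with at least 50 tested genes, the largest absolute median relative to all genes was 0.045, on chromosome 13, under the 0.3 set as the threshold.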
